# Ecto- and endoparasite induce similar chemical and brain neurogenomic responses in the honey bee (*Apis mellifera*)

**DOI:** 10.1186/1472-6785-13-25

**Published:** 2013-07-17

**Authors:** Cynthia M McDonnell, Cédric Alaux, Hugues Parrinello, Jean-Pierre Desvignes, Didier Crauser, Emma Durbesson, Dominique Beslay, Yves Le Conte

**Keywords:** *Varroa destructor*, *Nosema ceranae*, Social immunity, Transcriptome, Cuticular hydrocarbons

## Abstract

**Background:**

Exclusion from a social group is an effective way to avoid parasite transmission. This type of social removal has also been proposed as a form of collective defense, or social immunity, in eusocial insect groups. If parasitic modification of host behavior is widespread in social insects, the underlying physiological and neuronal mechanisms remain to be investigated. We studied this phenomenon in honey bees parasitized by the mite *Varroa destructor* or microsporidia *Nosema ceranae*, which make bees leave the hive precociously. We characterized the chemical, behavioral and neurogenomic changes in parasitized bees, and compared the effects of both parasites.

**Results:**

Analysis of cuticular hydrocarbon (CHC) profiles by gas chromatography coupled with mass spectrophotometry (GC-MS) showed changes in honey bees parasitized by either *Nosema ceranae* or *Varroa destructor* after 5 days of infestation. Levels of 10-HDA, an antiseptic important for social immunity, did not change in response to parasitism. Behavioral analysis of *N. ceranae-* or *V. destructor-* parasitized bees revealed no significant differences in their behavioral acts or social interactions with nestmates. Digital gene expression (DGE) analysis of parasitized honey bee brains demonstrated that, despite the difference in developmental stage at which the bee is parasitized, *Nosema* and *Varroa*-infested bees shared more gene changes with each other than with honey bee brain expression gene sets for forager or nurse castes.

**Conclusions:**

Parasitism by *Nosema* or *Varroa* induces changes to both the CHC profiles on the surface of the bee and transcriptomic profiles in the brain, but within the social context of the hive, does not result in observable effects on her behavior or behavior towards her. While parasitized bees are reported to leave the hive as foragers, their brain transcription profiles suggest that their behavior is not driven by the same molecular pathways that induce foraging behavior.

## Background

Behavioral defenses are “strikingly effective” mechanisms for combating parasites but are often overlooked by studies addressing the effects of a parasite on the host immune system and related physiological processes [1]. For a behavior to be considered as an anti-parasite defense the parasite must impose a cost on the host and the behavior should limit or eliminate the parasite [2,3]. Parasite avoidance behavior is found across animal taxa, where it manifests as behaviors such as cleaning and avoiding feces or avoiding diseased conspecifics [4]. For example, normally gregarious spiny Caribbean lobsters shun lobsters that carry a lethal virus, even before the diseased lobster is visibly infected [5]. However, not all behaviors are anti-parasite, as parasites can also alter the behavior of their hosts in ways that are ultimately beneficial to the parasite or its offspring [6,7].

Living in groups can further complicate host-parasite interactions since group members can also play a role in the regulation of anti-parasite behavior. Collective defenses against parasites within a social group, called social immunity, are physiological, behavioral or organizational adaptations that prevent the transmission of the parasite [8,9]. A common social defense is the removal of the parasitized individuals from the social group. Indeed, in social insects, parasitized individuals can remove themselves from the group, which corresponds to an altruistic self-removal [10], or nestmates can modify their interaction with those individuals to prevent parasite transmission [6,9]. For example, in honey bees, very different types of stress, including exposure to the mite *Varroa*[11,12], the microsporidia *Nosema ceranae*[13,14], or immune challenge [15] have been shown to induce precocious foraging or forager-like physiological and behavioral characteristics. Leaving the colony to perform outside activities, like foraging, limits contact in the hive, especially with castes of great importance (e.g. queen, brood), and thus, the spread of parasites into the colony [9]. However, despite parasite modification of host behavior being widespread in animals, the underlying physiological and neuronal mechanisms are poorly understood, especially in social insects.

In order to better understand this phenomenon, we analyzed how two different parasites, an ectoparasite (*Varroa destructor*) and endoparasite (*Nosema ceranae*), affect the physiology and the brain neurogenomic state of honey bees. The *Varroa destructor* mite infects the larval cell immediately before capping where it feeds on the developing pupae and completes its reproductive cycle. It weakens the honey bee by feeding on its hemolymph and transmitting viruses, such as deformed wing virus (DWV), which are correlated with its effect on honey bee survivorship [16-18]. *Nosema* species are obligate, intracellular spore-forming fungal parasites that infect honey bee adults from emergence by spreading through the hive, most likely through the activities of cleaning and trophallaxis [19]. Once a worker has ingested *Nosema* spores, the spores develop in the intestine of the bee, where the germinated microsporidian infects the epithelial cell layer of the midgut and consumes the energy of the cell [20,21]. However, despite *Varroa* and *Nosema* infections varying greatly in their pathologies, they affect honey bee behavior and learning abilities in similar ways (see Table 1). For example, both *Varroa*-infested and *Nosema*-infected bees showed impaired orientation abilities at the hive entrance [22,23].

**Table 1:** **Comparative pathologies of *Varroa destructor *and *Nosema ceranae***

	***Varroa destructor***	***Nosema ceranae***
Type of parasite	ectoparasite	endoparasite
Mode of action	Sucks hemolymph/transmits viruses	Attacks epithelium of the gut
Mode of transmission	Enters brood cell before operculation; phoresis-carried between cells by adult bees (males and females)	Oral transmission between workers, matrices of the hive
Stage(s) attacked	Nymph/adult	Adult
Physiological effects	Reduced weight, metabolism, vitellogenin titers, and proportion of normal hemocytes; increased ecdysteroid titers [24,25]	Increase oxidative stress; degeneration of gut epithelium [26]; reduced vitellogenin level [27]; induces pheromone (ethyl oleate) production [28]
	Lifespan decrease [12]	Lifespan decrease
Behavioral effects	Impaired orientation [22]	Impaired orientation [29]
	Accelerated maturation [11,12]	Accelerated maturation [13,14]
	Faster habituation and lower response probability to odor stimulus but no change in sucrose response [30]	Increased sucrose response based on PER test [31]

Since there is a robust association between brain gene expression in the honey bee and its behavioral state [29,32,33], we measured the brain transcriptional changes induced by *V. destructor* and *N. ceranae* and determined whether they induce similar brain host responses. We also characterized the cuticular hydrocarbon (CHC) profiles of honey bees parasitized by *V. destructor* or *N. ceranae* and recorded nestmate interactions in observation hives in order to detect nestmate aggression toward parasitized bees. Indeed, challenging the immune system of bees with lipopolysaccharides or other non-living immune stimulants changed the CHC profiles of the bees, involved in social recognition, which lead to modified and aggressive conspecific contacts in a laboratory-based nestmate recognition assay [34,35]. Bees infected with the virus DWV, that showed changes in their CHC profiles, were also ejected from the hive at higher rates than healthy bees, notably from healthy hives [36]. Finally, we determined whether parasitism can affect the level of production of 10-HDA that contributes to social immunity of the colony. This compound, produced in the mandibular glands of bees, displays antiseptic properties in the royal jelly [37].

## Results

### Experiment 1: Chemical analysis of *Nosema ceranae*- or *Varroa destructor*-parasitized bees

#### Cuticular hydrocarbon profiles

Whether parasites induced changes in the cuticular hydrocarbon profiles (alkanes, alkenes, alkynes and methylalkanes) was tested in 11 to 12 bees per colony at days 5 and 10 post-emergence. The hydrocarbons were extracted from control and parasitized bees and analyzed and identified using gas chromatography (GC) followed by mass spectrometry (MS).

We did not find new compounds in parasitized bees (*Nosema* and *Varroa*) as compared to control groups. Comparisons of the relative proportions of peaks corresponding to specific compounds did not reveal overwhelming differences between the *Nosema*-infected and control groups (Additional file 1: Table S1). However, the comparison of the overall chemical profiles, via discriminant analysis, of *Nosema*-infected bees and their control counterparts at days 5 and 10 showed highly significant differences for each colony (Colony 98: Wilks’ *λ* = 0.015, *F*_39,92_ = 7.39, *p* < 0.0001; Colony 120: Wilks’ *λ* = 0.011, *F*_39,.95_ = 8.73, *p* < 0.0001; Colony 231: Wilks’ *λ* = 0.037, *F*_27,102_ = 7.92, *p* < 0.0001; Figure 1). For each colony of origin, the squared Mahalanobis distance between *Nosema*-infected and control bees at 5 days old was not significant after Bonferoni correction (Table 2). Conversely, Mahalanobis chemical distances for older bees (10-day-old) were all statistically significant between infected and control bees (Table 2). The cuticular hyrocarbon profiles changed also with aging in both control and parasitized bees (Figure 1, Table 2). Cuticular profiles of worker bees were quite specific as it was possible to correctly assign between 72-100% of all workers from each age and infected groups (Additional file 2: Table S2).

**Figure 1:**
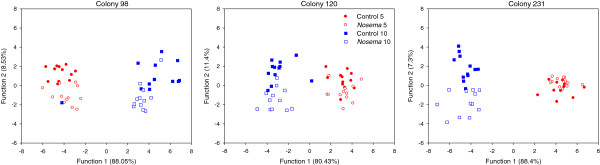
***Nosema*-infected bees developed different cuticular hydrocarbons profiles.** Discriminant analysis based on the cuticular hydrocarbons profiles of *Nosema*-infected and control bees at day 5 and 10. The analysis was repeated on bees from 3 different colonies (*N* = 11–12 bees/colony and treatment). Young (5 days) parasitized and control bees did not display different chemical profiles, but 5 days later both profiles were distinct (see Table 2).

**Table 2:** **Pair-wise squared Mahalanobis distances between the chemical profile of *Nosema*-infected and control bees at day 5 and 10**

**Colony #**	**Treatment**	***Nosema*5**	**Control10**	***Nosema*10**
Colony 98	Control5	7.2	68.62	47.92
		*P* = 0.023	***P*** **< 0.001**	***P*** **< 0.001**
	*Nosema*5		72.85	58.03
			***P*** **< 0.001**	***P*** **< 0.001**
	Control10			9.55
				***P*** **= 0.0055**
Colony 120	Control5	6.54	77.64	74
		*P* = 0.034	***P*** **< 0.001**	***P*** **< 0.001**
	*Nosema*5		77.93	77.45
			***P*** **< 0.001**	***P*** **< 0.001**
	Control10			9.59
				***P*** **= 0.0035**
Colony 231	Control5	4.28	31.22	34.92
		*P* = 0.044	***P*** **< 0.001**	***P*** **< 0.001**
	*Nosema*5		31.89	34.09
			***P*** **< 0.001**	***P*** **< 0.001**
	Control10			5.99
				***P*** **= 0.0057**

*P*-values that are significant at the 5% probability after Bonferroni's correction (*P* < 0.0083) are indicated in bold. In the treatment column, 5 and 10 indicate the age of the bees. The experiment was repeated on bees from 3 different colonies.

For *Varroa*-parasitized bees, the cuticular hydrocarbon profiles were compared with control bees on day 5 only (see Methods). The discriminant analysis also showed significant differences overall between parasitized and non-parasitized bees (Wilks’ *λ* = 0.027, *F*_75,253_ = 3.79, *p* < 0.0001, Figure 2). Mahalanobis chemical distances between *Varroa*-infested and control bees were highly significant and the colony of origin also had an important influence on the cuticular hydrocarbon profiles (Table 3). Between 75 and 100% of the individuals were correctly classified according to their chemical profiles (Additional file 2: Table S3).

**Figure 2:**
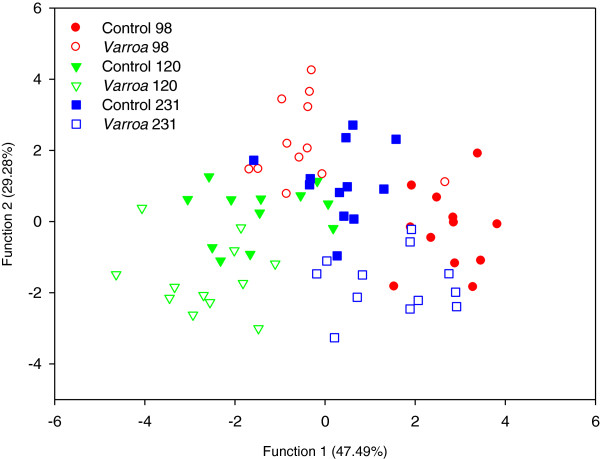
***Varroa*-infested bees developed different cuticular hydrocarbons profiles.** Discriminant analysis based on the cuticular hydrocarbons profiles of *Varroa*-infested and control bees. The analysis was repeated on bees from 3 different colonies (*N* = 12 bees/colony and treatment).

**Table 3:** **Pair-wise squared Mahalanobis distances between the chemical profile of *Varroa*-parasitized and control bees**

**Treatment**	***Varroa*98**	**Control120**	***Varroa*120**	**Control231**	***Varroa*231**
Control98	17.46	18.02	28.31	9.61	6.2
	***P*** **< 0.001**	***P*** **< 0.001**	***P*** **< 0.001**	***P*** **= 0.0015**	*P* = 0.038
*Varroa*98		12.38	18.19	6.4	17.07
		***P*** **= 0.0012**	***P*** **< 0.001**	*P* = 0.032	***P*** **< 0.001**
Control120			9.09	8.34	17.7
			***P*** **= 0.0025**	*P* = 0.005	***P*** **< 0.001**
*Varroa*120				16.68	17.8
				***P*** **< 0.001**	***P*** **< 0.001**
Control231					9.72
					***P*** **= 0.0014**

*P*-values that are significant at the 5% probability after Bonferroni's correction (*P* < 0.0083) are indicated in bold. The numbers 98, 120 and 231 indicate the colony origin of the bees.

The relative proportion of each hydrocarbon affected by *Nosema* and *Varroa* is listed in (Additional file 1: Table S1). Some of them were significantly affected by the parasites and age but there was no consistent effect of age and parasite on the relative proportions of each compound.

#### 10-HDA levels

We compared 10-HDA levels in the heads of *Nosema*- and *Varroa*-parasitized bees to control bees from the same colony (Figure 3A and B). For the comparison of *Nosema*-parasitized and control bees, there was no significant difference in 10-HDA levels, but for two colonies 10-HDA showed a significant increase with age (Figure 3A). Levels of 10-HDA did not differ between *Varroa*-parasitized and control bees (Figure 3B).

**Figure 3:**
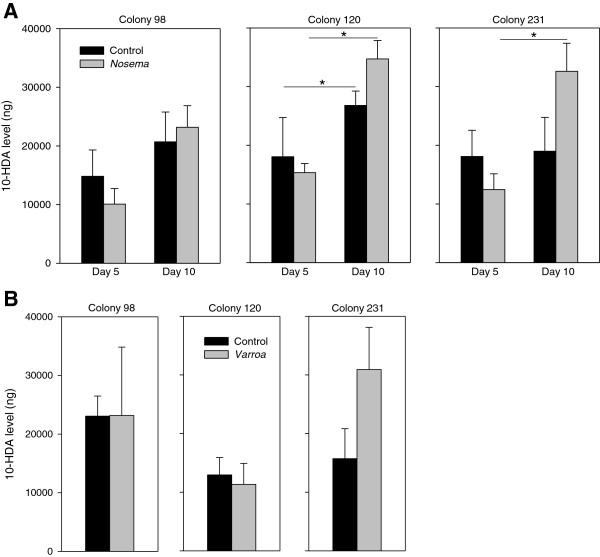
**Parasitism did not affect the levels of 10-HDA levels in (A) *Nosema*- or (B) *Varroa*-parasitized bees.** The 10-HDA levels did not differ between *Nosema*-infected and control bees at day 5 and 10 but increase with age in colony 120 and 231 (except for control) (Kruskall-Wallis tests: Colony 98: H = 4.53, *P* = 0.2; Colony 120: H = 19.32, *P* < 0.001; Colony 231: H = 8.57, *P* = 0.035; * denotes significant differences after Conover-Iman post-hoc tests, *P* < 0.05). *Varroa* did not modify the 10-HDA levels (Mann–Whitney tests: Colony 98: *P* = 0.38, Colony 120: *P* = 0.68; Colony 231: *P* = 0.058).

### Experiment 2: Behavioral analysis of *Nosema ceranae*- or *Varroa destructor*-parasitized bees

In two four-frame observation hives, we quantified a suite of social behaviors (antennal contact, allogrooming, self-grooming, cleaned by another bee, trophallaxis and vibration) undertaken or received by *Nosema*-parasitized (*N* = 40) and control bees (*N* = 39). No significant differences were observed between parasitized and healthy bees in the rate of behavioral acts or social interactions (Figure 4A and B). Similarly, *Varroa*-parasitized bees did not display different behavior and were not treated differently by nestmates as compared to control individuals (*N* = 24 for each group) (Figure 4C and D). In addition, we did not see any agonistic behavior toward parasitized bees during the observation periods (600 min for *Nosema*-parasitized and 585 min for control bees; 360 min for both *Varroa*-parasitized and control bees).

**Figure 4:**
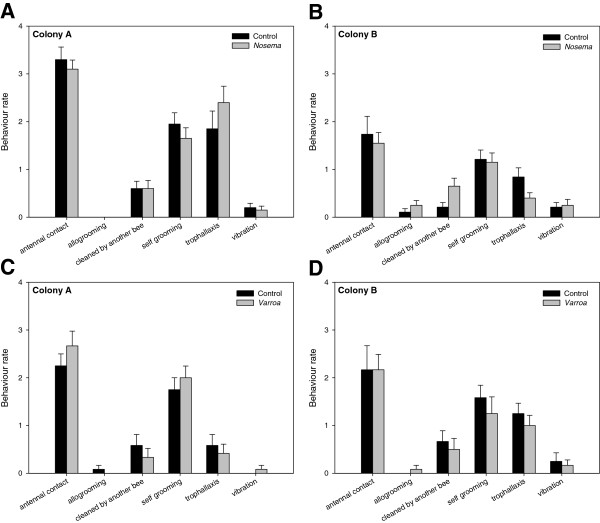
**Parasitism did not induce different behavioral treatment by colony nestmates.** The rate of behavioral acts or interactions did not differ between *Nosema*-infected and control bees (**A** and **B**), and *Varroa*-infested and control bees (**C** and **D**) (Mann–Whitney tests, *P* > 0.05 for each behavior). The experiment was performed on two colonies (19–20 bees/state in the *Nosema* experiment and 12 bees/state in the *Varroa* experiment).

### Experiment 3: Brain transcriptomics of *Nosema ceranae*- or *Varroa destructor*- parasitized bees

The brain transcriptome modifications induced by parasitism were determined in bees originating from two different colonies using digital gene expression (DGE) analysis. Two DGE-tag libraries were generated for each experimental group, control, *Nosema*-infected and *Varroa*-infested. 

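The DGE-tag libraries came from 3 groups of caged bees, with 2 libraries per group and 1 library per colony and treatment. Each library held the RNA of 3 pools of 3 brains, dissected after 10 days in cages of 20 bees. In this assay cDNA captured by its poly(A) tail is cut with DpnII, and a short tag next to the cut site is sequenced, so that the number of times a tag is read measures the abundance of its transcript. The authors trimmed the adaptor, extracted tags of 16 bases and deposited the raw count of each distinct tag in each library, without alignment, normalization or a filter on low counts. The 6 libraries together held 2172539 distinct tags. Of these, 1254996 were read in 1 library and 242254 in all 6. Tags with at least 1 CPM, the count scaled to the total of the library, in at least 2 libraries were kept, which left 44003 tags holding between 95.5% and 97.0% of the counts of each library. No honey bee transcript or virus sequence was used here to assign tags, so the values are counts per tag, a gene with several DpnII sites can hold several tags, and tags that differ by 1 base were counted apart. Counts were compared with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of the 6 libraries, with Benjamini-Hochberg adjustment. The TMM factors were 1.21 and 1.08 for the control libraries, 0.982 and 1.16 for the *Nosema* libraries and 0.793 and 0.845 for the *Varroa* libraries. With 2 libraries per group the spread between replicates rested on 3 residual degrees of freedom, and its common value was a biological coefficient of variation of 0.309.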

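The deposited counts, which leave out reads with adaptor sequence, summed to 89764576 and 99004989 in the control libraries 1 and 2. They summed to 91427020 and 93286400 in the *Nosema* libraries and to 92028921 and 92405878 in the *Varroa* libraries, so that 1 CPM stood for between 89.8 and 99.0 counts. The smallest share these depths could show, 3 counts, was between 3.03e-06% and 3.34e-06% of a library. A single tag was the most abundant of all and took a different share of each library. It had 4290 counts in control 1, or 0.00478% of the library (Wilson 95% confidence interval 0.00464% to 0.00492%), and 10510918 counts in control 2, or 10.6% (10.6% to 10.6%). Its share was 16.0% (16.0% to 16.0%) and 5.76% (5.75% to 5.76%) in the *Nosema* libraries 1 and 2, and 26.4% (26.4% to 26.5%) and 22.4% (22.4% to 22.4%) in the *Varroa* libraries. Intervals and floors cover counting error and not the amplification of the tags by PCR. Between libraries of the same group the share differed by far more than these intervals, with a mean of 5.31% ± 7.50 (SD, n = 2) in control, 10.9% ± 7.23 (SD, n = 2) in *Nosema*-infected and 24.4% ± 2.86 (SD, n = 2) in *Varroa*-infested bees. The other tags together had between 67690672 counts in *Varroa* 1 and 89760286 counts in control 1. The number of tags with at least 1 CPM was 43069 and 40367 in the control libraries, 39383 and 42088 in the *Nosema* libraries and 34476 and 36305 in the *Varroa* libraries.

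**Figure D1:**
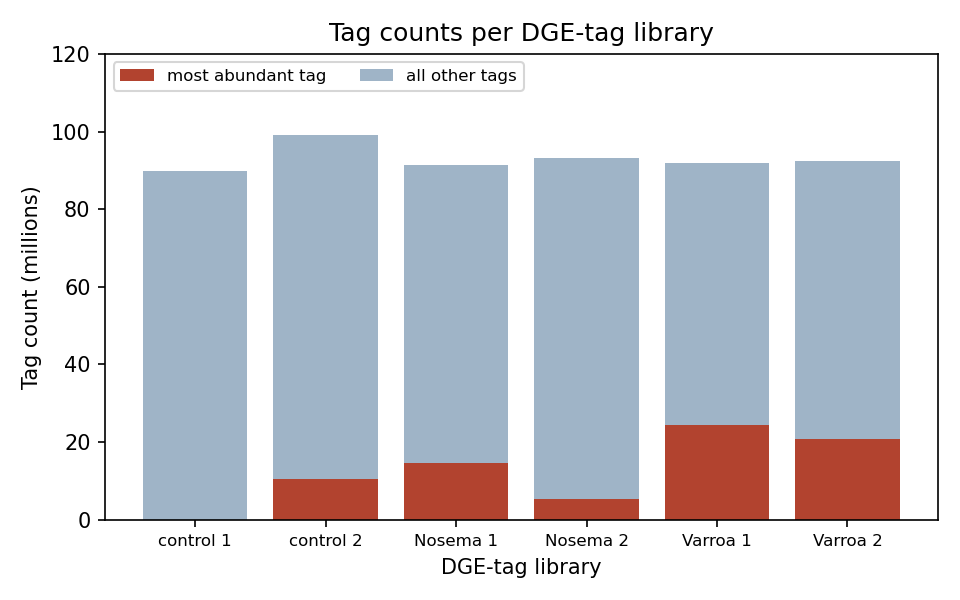
Tag counts in the 6 DGE-tag libraries on the vertical axis, 1 bar per library, with the most abundant tag in red and all other tags in blue. The red part is too small to see in control 1, where the tag had 4290 counts, and is tallest in *Varroa* 1, where it had 24338249.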

For each library more than 100,000,000 tags were produced that were then narrowed down to around 9,300 unique gene hits for the honey bee (Additional file 3: Table S4). These distinct tags and their genomic count are available from NCBI Gene Expression Omnibus (GEO) database with the accession number: GSE41109.

The number of genes whose expression was affected in the bee brain by *Nosema*- and *Varroa*-parasitism was markedly different. In *Varroa*-infested bees 455 genes changed overall (225 up- and 230 downregulated) while in *Nosema*-infected bees only 57 genes responded differentially (12 up- and 45 downregulated) at an adjusted *P*-value < 0.05 (Additional file 4: Table S5).

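Between *Varroa*-infested and control bees, 57 of the 44003 tags changed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 49 of them higher and 8 lower in *Varroa*-infested bees. Between *Nosema*-infected and control bees 1 tag changed, and it was lower. At an unadjusted p-value under 0.05 the numbers were 3457 tags for *Varroa* (2150 higher, 1307 lower) and 4152 tags for *Nosema* (2428 higher, 1724 lower). The smallest log2 change among the 57 tags was 1.93 in size. The largest rise was in a tag with no count in the control or *Nosema* libraries and with 1426 and 1536 counts in the *Varroa* libraries 1 and 2 (log2 fold change 13.84, standard error 0.542, adjusted p = 0.0107). With no control count, the size of this change and its standard error depend on the small constant that the fit adds to counts. Other changes to or from near absence depend on it as well. The largest fall was in a tag with 2062 and 1423 counts in the control libraries, 1 count in each *Nosema* library and 0 and 1 counts in the *Varroa* libraries. Its log2 fold change was -11.01 with *Varroa* (standard error 0.591, adjusted p = 0.00474) and -10.47 with *Nosema* (standard error 0.554, adjusted p = 0.0153). It was the tag that changed with *Nosema*. With each control or *Varroa* library left out in turn, its log2 fold change with *Varroa* lay between -13.61 and -10.19. The sequences of these tags are not given, since they were nearly absent from some groups and their origin is not known. With the replicate number as a block in the same fit, 49 tags changed with *Varroa* and 0 with *Nosema*, where 3226 tags had an unadjusted p-value under 0.05. The check of that pairing gave a correlation of the deviations of same-numbered libraries of -0.188 between control and *Nosema*, 0.103 between control and *Varroa*, and -0.187 between *Nosema* and *Varroa*. With the *Nosema* numbers crossed in the block, a pairing chosen after seeing these values, 102 tags changed with *Varroa* and 20 with *Nosema*. DESeq2's Wald test called 427 tags for *Varroa* and 493 for *Nosema*, and an exact test with DESeq-type dispersions, chosen after seeing the data, called 241 and 120. Among the 34194 tags with at least 1 CPM in at least 5 libraries no tag changed with either parasite (0 and 0, against 2729 and 3409 at an unadjusted p-value under 0.05). That filter depends on the change itself, since a tag at most 0.5 CPM in both libraries of a group cannot pass it. This was so for 46 of the 49 higher and 4 of the 8 lower tags with *Varroa* and for the 1 tag with *Nosema*.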

Gene Ontology analysis revealed that gene expression changes in *Varroa*-infested brains (represented by 265 fly orthologs) were most significantly overrepresented in the metallopeptidase functional group with changes in both directions (Table 4). *Varroa*-infested bees showed decreased expression of glutamate and GABA receptor-related genes (GB15851, GB14954, GB13604, GB15167, GB18621), and the dopamine receptor, *Amdop1*, and overexpression of ascorbate/aldarate metabolism genes (GB17015, GB16747, GB14956, GB15000), which include dopamine and serotonin metabolism [38-40]. Conversely, both glutamate decarboyxlase 1, which synthesizes GABA neurotransmitter, and the GABA neurotransmitter transporter 1B were overexpressed in *Varroa*-parasitized brains (Table 4). *Nosema*-infected brains, for which only 24 genes had Flybase orthologs, showed no significant patterns in the classification of functional groups. Several genes that are involved in immune and antioxidant activity, defensin-1, peroxidase, esterase A2, glucose oxidase, flavin-containing monooxygenase, were upregulated.

**Table 4:** **Functional analysis of genes regulated by *Varroa *parasitism**

**Biological process/ Molecular Function**	***P*-value**	**# upregulated genes**	**# downregulated genes**
Metallopeptidase activity	0.00193	5	4
Ascorbate and aldarate metabolism	0.0106	4	0
GPCR, family 3, C-terminal	0.0126	0	3
Metalloendopeptidase activity	0.0127	2	4
Nucleophile	0.0150	2	3
Carbohydrate binding	0.0170	2	5
Integral/intrinsic to plasma membrane	0.0243	4	6
Glutamate receptor activity	0.0320	0	4
Pattern/ Polysaccharide binding	0.0331	1	4
Starch and sucrose metabolism	0.0338	3	1
Peptidase activity, acting on L-amino acid peptides	0.0379	10	5
Hydrolase	0.0431	20	16
Developmental growth	0.0471	3	3
Metalloprotease	0.0482	2	2

Gene ontology biological process and molecular function categories that were overrepresented in the brain transcriptomic profile are shown (*P* < 0.05).

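Between *Varroa*-infested and *Nosema*-infected bees 42 tags changed in edgeR's quasi-likelihood test at an adjusted p-value under 0.05, 40 higher and 2 lower with *Varroa*, and 2692 tags had an unadjusted p-value under 0.05. All 40 higher tags had at most 0.5 CPM in both *Nosema* libraries. The 2 lower tags were found in every library. The tag CTGAAGGCAATGAATA had 11851 and 11887 counts in the control libraries, 11993 and 9951 in the *Nosema* libraries and 232 and 457 in the *Varroa* libraries (log2 fold change of *Varroa* against *Nosema* -4.65, standard error 0.376, adjusted p = 0.0137). The tag TTAATTTCAACGATAT had 5226 and 4987, 5012 and 4829, and 910 and 996 counts in the same order (log2 fold change -2.01, standard error 0.209, adjusted p = 0.0344). With the replicate block 6 tags changed between the parasites, and both of these tags lost significance (adjusted p = 0.067 and 0.154). They also lost it among tags with at least 1 CPM in at least 5 libraries (adjusted p = 0.054 and 0.269), and TTAATTTCAACGATAT did so with only the 4 libraries compared (adjusted p = 0.0919). With the *Nosema* numbers crossed in the block, chosen after seeing the data, 75 tags changed. Against control bees 1 tag passed the adjusted threshold with both parasites. At an unadjusted p-value under 0.05, 1162 tags changed with both, where the product of the list sizes over the 44003 tags gives 326.2, a ratio of 3.56. With the replicate block the number was 829 tags and the ratio 4.57. Both lists compare with the same 2 control libraries, so these ratios carry no p-value.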

Despite the difference in overall number of genes affected by both parasites as compared to controls and the 245 genes that changed between *Varroa* and *Nosema* parasitism (Additional file 4: Table S5), *Nosema*- and *Varroa*- parasitized bees shared more gene changes with each other (21 genes, Figure 5) than expected by chance (5.6 times more genes). In addition, *Nosema* parasitism caused a brain gene expression profile that was similar to the profile of bees parasitized by *Varroa*; except for apidermin 3 (GB30203), genes that were up- and downregulated by *Nosema* were also up- and downregulated by *Varroa,* giving a significant pattern (*χ2* = 11.049, *P* < 0.001, Figure 5). 

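Of the tags with an unadjusted p-value under 0.05 for both parasites, 1151 moved in the same direction. Of these 800 were higher and 351 lower with both parasites, while 8 were higher with *Varroa* and lower with *Nosema* and 3 the reverse. Both changes subtract the same 2 control libraries, which by itself favors the same sign. The number expected without a parasite effect was not worked out, so these signs alone do not show a shared response. Across the 44003 tags, which are not independent replicates, the log2 fold changes against control correlated with Pearson's r = 0.625 and Spearman's rho = 0.603 between the parasites, on log2 CPM with a prior count of 2. The standard deviation of the log2 fold changes over tags was 0.631 with *Nosema* and 0.722 with *Varroa*. The differences between replicates alone, scaled to means of 2 libraries, would give 0.607 for *Nosema* and 0.558 for *Varroa*. With the control libraries shared, they would also give r = 0.556 between the parasites. The replicates of a group came from 2 colonies, so these 3 values also hold colony differences. Such differences can cancel between groups, so the values can be too large. With each library left out in turn r lay between 0.453 and 0.771. When each parasite was set against a control library of its own, r was 0.242 for *Nosema* 1 with control 1 and *Varroa* 2 with control 2, and -0.00383 for the reverse arrangement. Each of these changes compares 1 library with 1 library. The added noise by itself lowers r, so the fall is not a measure of the shared controls alone. The paper tests the signs of the genes that both parasites affected and, except for apidermin 3, finds the same direction in both (Figure 5). From this pattern it states that the brain gene expression profile with *Nosema* was similar to that with *Varroa*.

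**Figure D2:**
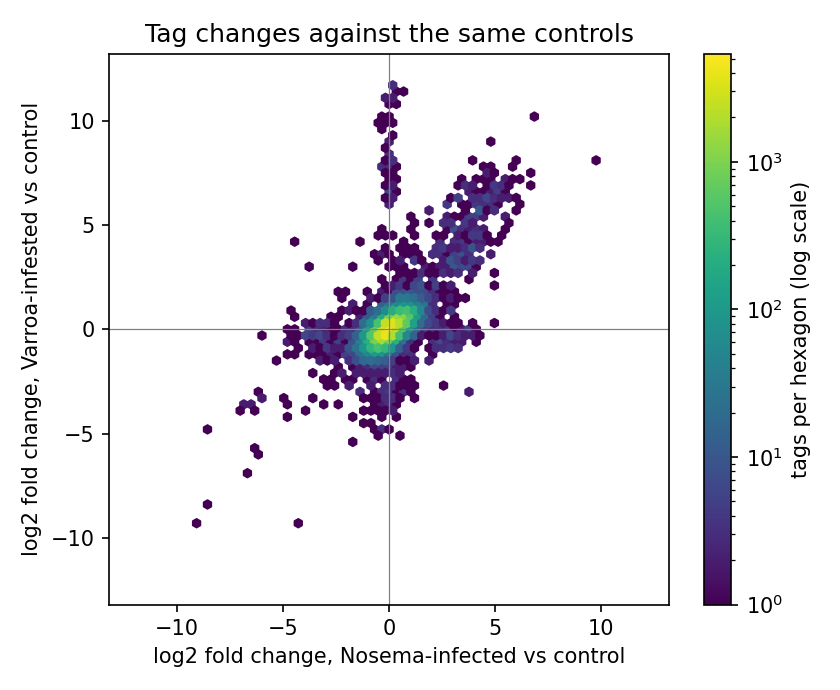
Log2 fold changes of the 44003 tags against the same 2 control libraries, *Nosema*-infected bees on the horizontal axis and *Varroa*-infested bees on the vertical axis, with the number of tags per hexagon as a color on a log scale. The cloud leans along the diagonal (r = 0.625), and the column of tags above its center rose with *Varroa* and not with *Nosema*.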

We also tested gene expression overlap with brain gene expression data from nurse/forager, i.e. genes known to be upregulated in nurse brains as compared to forager brains and the other way round [41]. We found respectively 8 and 34 genes affected by *Nosema* and *Varroa* parasites to overlap with the nurse/forager sets (Additional file 4: Table S5) but neither of these gene sets was significantly similar to nurse and forager bees (*χ2* = 0.08, *P* = 0.78 and *χ2* = 0.58, *P* = 0.45 for *Nosema* and *Varroa*, respectively).

**Figure 5:**
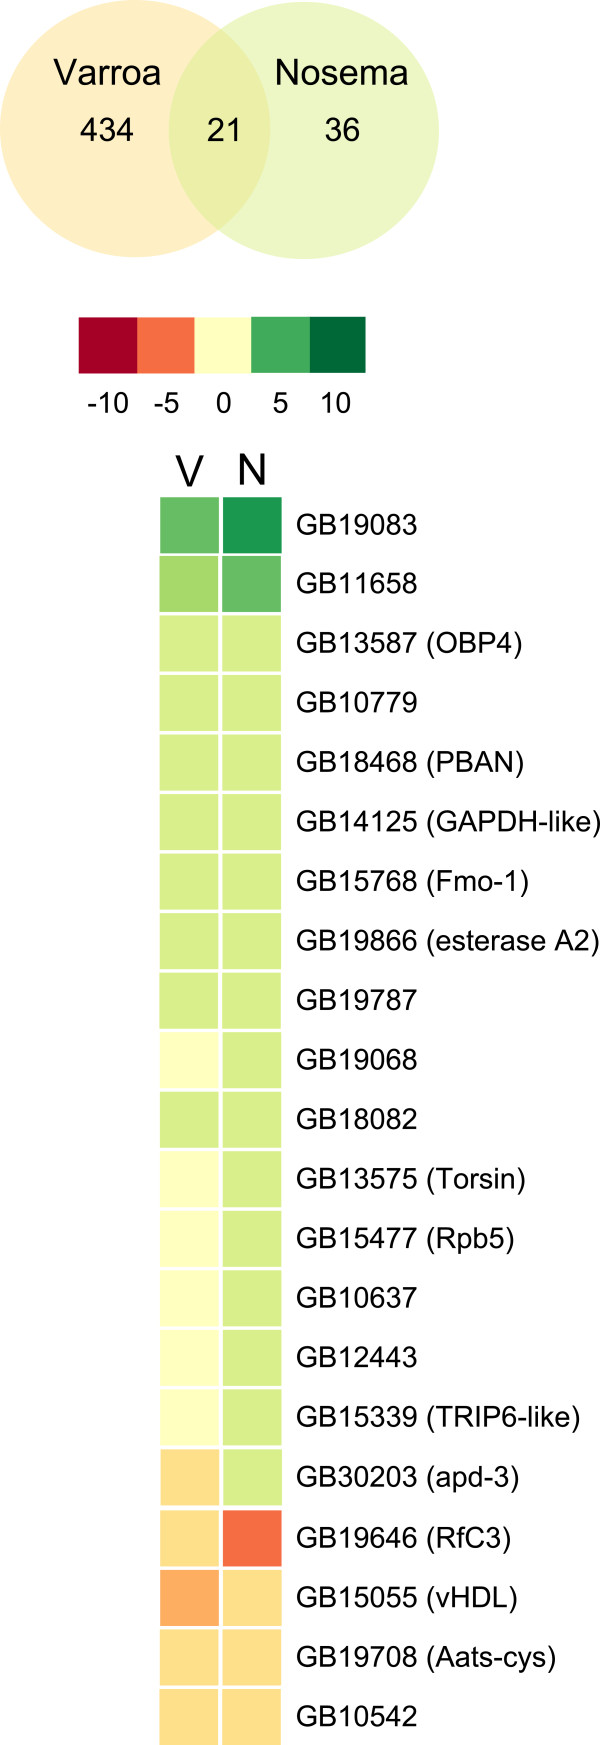
**Expression levels show similar directionality for 20 brain genes commonly affected by *Nosema *and *Varroa *parasites.** For the total number of genes changed by parasitism by *Varroa* (*N* = 455 genes) or *Nosema* (*N* = 57 genes), a statistically significant number of genes occur in both lists (*N* = 21) with 20 genes expressed in the same direction (Exact hypergeometric probability test: *P* < 0.0001). Color scale for the heatmap (red to green) indicates log2 transcription ratios where red color indicates underexpression of the gene in the parasitized bee and green color indicates overexpression. For each gene, the accession number and annotation are indicated.

Using the DGE-tag libraries, we determined whether parasites affected the viral landscape in the bee brain. We looked for presence and abundance of 9 viruses: Chronic bee paralysis virus RNA 1, Chronic bee paralysis virus RNA 2, Sacbrood virus, Deformed wing virus, Black queen cell virus, Acute bee paralysis virus, Kashmir bee virus, Varroa destructor virus 1 and Israel acute paralysis virus. Only two viruses were identified in the bee brains, Deformed wing virus (DWV) and *Varroa destructor* virus (Figure 6). *Varroa*-infested bees had the highest levels of DWV compared to control bees and higher levels of Deformed wing virus than *Nosema*-infected bees (Figure 6, Additional file 5). *Nosema*-infected bees also had higher levels of DWV than control bees, at the limit of statistical significance. *Varroa destructor* virus levels were not statistically different across control, *Varroa-* and *Nosema-* parasitized bees.

**Figure 6:**
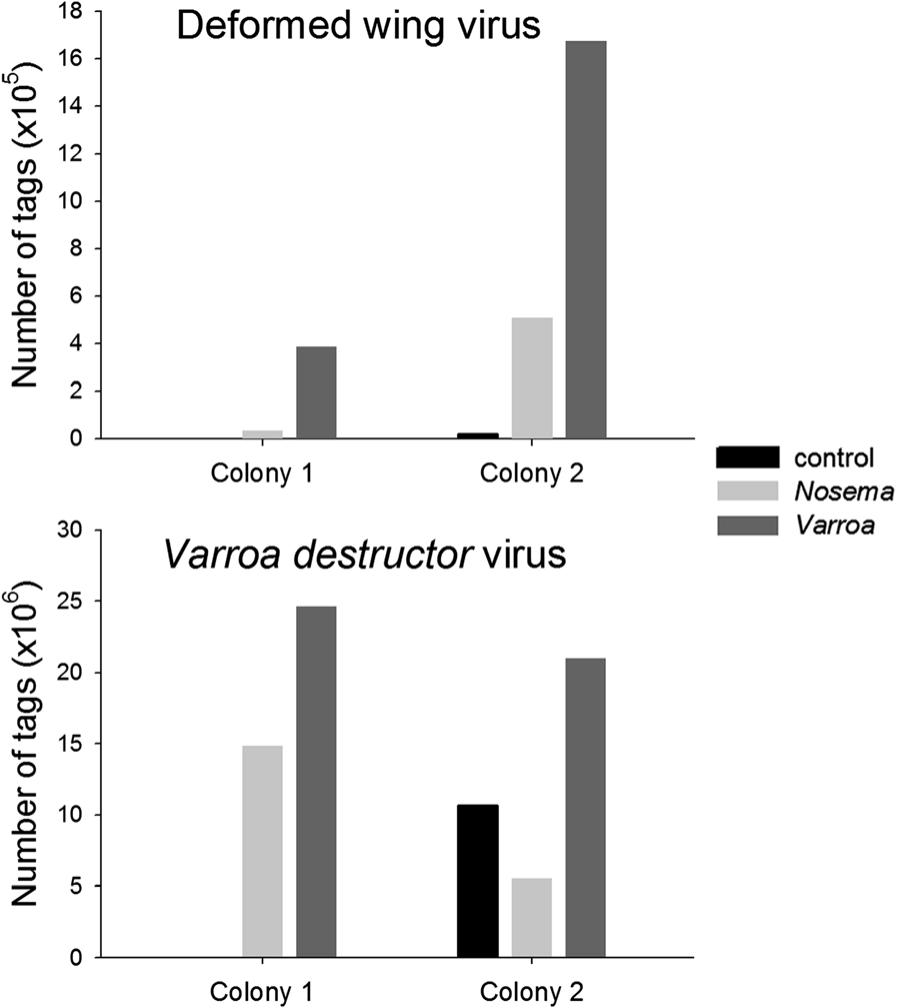
**Deformed wing virus titers increased in the honey bee brain with parasitism.** Viral titers are expressed as the total number of tags in a sample for each colony individually (Colony 1 and Colony 2). Deformed wing virus (DWV) levels were significantly higher in *Varroa*-infested bees compared to *Nosema*- and control bees (Generalized Linear Model with Cox-Reid method for estimating dispersion; *Varroa* vs. control: *P* < 0.05, *Varroa* vs. *Nosema:P* < 0.01), while increased DWV levels in *Nosema*-infested bees were marginally significant (*P* < 0.10). *Varroa destructor* virus (VDV) titers did not differ between parasitized and control bees (For *P*-values see Additional file 5: Table S6.)

## Discussion

In this study, we demonstrated that two parasites, *Varroa destructor* and *Nosema ceranae*, with distinct, differing pathologies both modified the physiology and transcriptomic profiles in the brain of their honey bee host. Parasitized honey bees exhibited changes in their CHC profiles but showed no differences in behaviors between parasitized and healthy bees. In addition we observed no significant aggressive behavior towards parasitized bees, nor any change in social interactions.

A previous study found that bees parasitized by *Varroa* exhibit a modified CHC at their emergence [42]. Our data shows that this change is lasting. However, our behavioral results differ from recent studies that observed increased general social interactions or aggressive behaviors towards immune-challenged bees, but differences in the experimental design of our study may account for those differences. In a series of studies, increased social and aggressive behaviors towards immune-suppressed workers were observed a few hours after treatment in assays that were conducted in the laboratory [34,35]. Our study employed natural conditions of a four-frame observation hive using bees that had been parasitized in the days prior to the experiment, in order to understand if nestmates respond to parasitized bees within the context of general activity of the hive. Moreover we chose to focus on bees that were *Varroa*-parasitized but asymptomatic for DWV. In contrast, a second study found that DWV-infected bees that exhibited deformed wing symptoms were detected and removed from the hive by nestmates [36]. Thus our results do not contradict previous studies but reflect the subtle nature of parasitism by *Varroa* or *Nosema* that, when resulting in precocious departure from the hive, is more likely due to altruistic self-removal, acting as a mechanism of social immunity. Indeed, it may be less costly for the colony that sick or parasitized bees leave the colony of their own accord, rather than recruiting nestmates to exclude those bees via aggressive behaviors. In that case, bees might distinguish sick bees based on different CHC profiles but not discriminate them, except in the case of extremely sick bees that cannot leave on their own, such as bees exhibiting deformed wing symptoms. We also found a change of the chemical profile with age which is consistent with previous studies (nurse vs forager, see [43]). In honey bee hives, older bees segregate themselves from young bees by olfactory discrimination of cuticular hydrocarbons as they correspond to different age groups [44]. Indeed, older bees both emit and respond to a more complex bouquet of cuticular hydrocarbons than younger bees [43,44]. Since *Nosema* and *Varroa*-parasitized bees age faster, it is possible that they exhibited a CHC profile of old bees. In addition, the CHC profile is shaped by the genotype, nutrition, environment and physiological state [45,46]. Therefore, it is possible that their nestmates did not respond to the parasitized bees because their chemical profiles could not be distinguished from the chemical profile of others bees of different ages, physiological status and genotypes. These results highlight the importance of testing for biological effects within the hive when trying to draw conclusions about honey bee behavior.

If parasitism by *Varroa* or *Nosema* induces precocious foraging, one would expect the parasitized bees to show physiological changes similar to the transition to a forager bee. Levels of 10-HDA increased with the age of the bee confirming the study of Plettner *et al.*[47], but did not change in response to *Nosema* or *Varroa* parasitism. Thus the production of antiseptic compounds, like 10-HDA, in the food is age- or task-dependent but not regulated by the presence of parasites. However, further investigation of different type of pathogens or parasites, would give more insight as to whether antiseptic production can vary according to the infection level of the hive.

Our results also demonstrate that parasites alter the brain of the honey bee host, whether they were parasitized at the pupal (*Varroa*) or the adult stage (*Nosema*). In addition, twenty genes, nearly one half of those detected in *Nosema*-infested bee brains, show a shared expression pattern between *Varroa* and *Nosema*-infested bees. Their functions are diverse but several genes stand out as interesting for their possible roles in oxidative stress, neural function and foraging behavior. *Flavin-containing monooxygenase FMO GS-OX-like 3-like* (*FMO3*) and *torsin-like protein* (*torp4a*) are overexpressed and *replication factor C subunit 5-like* (*RfC5*) is downregulated in *Varroa*-infested and *Nosema*-infected bees. FMO3 is part of the FMO family known to react to xenobiotic stress in other organisms [48]. In *Drosophila*, the *Torp4a* ortholog (*dtorsin*) is involved in dopamine metabolism and locomotion [49] and the *RfC5* ortholog (*RfC3*) plays a role in neurogenesis [50], indicating that both parasites can modify brain function. The honey bee gene, *Pheromone biosynthesis-activating neuropeptide* (*PBAN*) is also over-expressed in both *Varroa*-infested and *Nosema*-infected bees compared to controls. In honey bees, *PBAN* neuropeptide levels are significantly higher in nectar foragers than pollen foragers [51]. In Lepidoptera, *PBAN* is linked to regulation of sex pheromone production [52], where pheromone production is JH-dependent, and JH primes the pheromone gland in adult females to respond to *PBAN*[53]. JH is also responsible for “priming” the foraging behavior in honey bees, though no link has been established between *PBAN* and JH in honey bees.

The presence of viruses may also account for similarities in gene expression between *Nosema* and *Varroa*-parasitized bees. We found increased levels of DWV in the brains of both types of parasitized bees and therefore cannot exclude that the observed changes are actually caused by an increase in DWV titer. DWV is a positive-strand RNA picorna-like virus that has been detected and can actively replicate in the heads [54] and brains of honey bees, specifically the mushroom bodies, visual and antennal lobe neuropils [55]. The virus is closely associated with *Varroa* infestation [56] and thus it was not unusual that it occurred in higher levels in *Varroa*-infested brains. On the other hand, we did not expect to find an increase in DWV levels in *N. ceranae*-infected bees, as a negative correlation between these two pathogens in the midgut of the bee was recently reported [57], which suggests that *N. ceranae* and DWV may compete for resources in the degenerated midgut, but not in the brain, where *Nosema* is not found.

Despite the statistically significant number of shared genes that change, *Varroa* and *Nosema*-infested brains demonstrate different patterns of expression that may reflect the different pathologies of the two parasites. Bees that were parasitized by *Varroa* as developing pupae exhibit more gene changes compared to controls than bees that were inoculated with *Nosema ceranae* as one-day old adults. This apparent disparity in gene expression changes may be due to long-lasting brain developmental changes induced during pupal development that persist in adult bees. The genes affected by *N. ceranae* infection could not be sorted by functional group analysis but several immune-related and antioxidant genes, including *defensin-1*, *peroxidase*, *esterase A2*, *glucose oxidase*, were upregulated indicating that the blood–brain barrier in honey bees, although not well studied, may be compromised by a parasitic attack. Genes involved in the oxidative response to stress were also upregulated in the guts of *N. ceranae*-infected honey bees [58], suggesting a systemic response throughout the honey bee in response to the microsporidian.

The impact of *Varroa* on the brain transcriptome suggests a decrease in learning and memory that may result from parasitism during development. This brain response would explain the actual learning impairment and losses of foragers induced by *Varroa*[23,59]. Based on functional group analysis, *Varroa*-infested bees show decreased expression of glutamate and GABA receptor-related genes, the dopamine receptor, *Amdop1*, and overexpression of ascorbate/aldarate metabolism genes. Inhibition or suppression of glutamate receptors disrupts memory formation in honey bees [26,30,60]. GABA receptors are present throughout the mushroom bodies [61], a region important for learning and memory, especially in foragers [62]. GABAnergic interneurons also form part of the olfactory conditioned learning pathway [63]. Yet the simultaneous increase in the expression of glutamate decarboxylase and GABA neurotransmitter transporter with a decrease in GABA receptor targets signals either compensatory mechanisms at work or a disruption in GABAnergic network. Analysis of the neuroanatomical changes in the *Varroa*-parasitized brain could resolve whether decreased expression of GABA and glutamate receptors leads to a reduction in their numbers. The dopamine receptor *Amdop1* is higher in newly born cells in the mushroom body than older cells [64] and in *Drosophila*, it is required for aversive and appetitive learning [65]. Finally, the cAMP pathway and its targets in the mushroom bodies are important mechanisms for learning in bees [66]. Several genes linked to the cAMP and calcium signaling cascades are downregulated in *Varroa* brains: *Adenylate cyclase type 10-like*, *Ryanodine receptor*[67] and *voltage-dependent calcium channel subunit* (GB10696).

Compared to the transcriptomic changes in the honey bee brain that accompany the switch from nurse to forager, we found relatively few genes that changed in response to *Nosema ceranae* or *Varroa destructor* infestation. Brain expression profiles of *Varroa* and *Nosema*- parasitized bees bear a greater resemblance to each other than to the reported profiles of typical foragers or nurses. Thus, their early departures from the hive may not be induced by mechanisms of normal behavioral development, but perhaps by an alternative mechanism that results in altruistic self-removal. Indeed, certain genes that are typically upregulated in foraging bee brains (*Inos*, *Kr-h1*) are downregulated in *Varroa*-infested honey bee brains [29,41,68,69]. Foraging activity is an especially demanding activity for learning and memory in the honey bee [63], but parasitized bees seems to have deficiencies at this level (see above). Therefore, altogether these results suggest that *Varroa* and *Nosema*-parasitized bees seem to not be true foragers, much like CO_2_-treated bees that left the hive, but also disappeared, at higher rates than control bees [10]. However, this will require confirmation in a more natural context (colony level).

Neither of the parasites, *Varroa destructor* nor *Nosema ceranae*, attacks the honey bee brain directly, yet we observed transcriptional changes in the brains of honey bees in response to parasitism. Thus, these changes, that are most likely triggered by a reaction in another tissue (e.g. midgut, fat bodies, hemolymph), highlight a link between the immune system, the brain, and perhaps, behavior in the honey bee. While parasitized bees are reported to behave like foragers, by leaving the hive, their brain transcription profiles suggest that their behavior is not driven by the same molecular pathways that induce foraging behavior. Whether the transcriptional changes observed are due to host immune response, parasite protein release or viruses that propagate in the brain is not known. LPS-challenged bees also behave more like foragers than same-aged bees [15], even without parasitic or viral challenges, but proteomic analysis of parasitized insects, grasshopper (by a nematode) and tsetse fly (by *Trypansoma brunei*) detected changes in the host brain [70,71] and proteins released by the parasite that may affect host behavior [70].

## Conclusion

Stress response in the honey bee to parasitism by *Varroa destructor* or *Nosema ceranae* shows similarities in their features; both parasites induce changes in CHC profiles and similar transcriptional profiles in the brain. That these parasitized bees are not attacked by their nestmates suggests that they leave the hive voluntarily, perhaps propelled by gene expression changes in the brain, showing altruistic behavior as predicted by Rueppel *et al.*[10]. This social removal may be a general and conserved response to parasitism, given that it was observed with extremely different types of parasites: a mite (ectoparasite) [11,12] and a single cell microsporidian (endoparasite) [13,14]. As to what these bees do once they have left the hive still needs to be examined. Are they normal foragers but with shorter life spans, less efficient foragers due to learning and memory deficiencies or do they leave the hive and wander aimlessly in the landscape? Emerging tracking technology will allow us to answer these questions and determine the role of the parasitized honey bee within the colony. In addition, such studies that incorporate behavioral, genomic and physiological components will help us to better understand current worldwide declines of honey bee populations that are often characterized by an unusual loss of adult bees from the colony [72].

## Methods

### Bees and parasites

This experiment was performed using hives of a hybrid of *Apis mellifera mellifera* and *A.m. ligustica* located at the Institut National de la Recherche Agronomique in Avignon, France. *Nosema*-treated bees were individually fed 2 uL of 50% sugar solution with a mixture of freshly extracted spores of *Nosema ceranae* at a concentration of 50,000 spores/uL. The presence of *N. ceranae* was confirmed by PCR analysis [73]. Guts were dissected at the end of the experiments and no spores were found in the control bees (data not shown). *Varroa*-parasitized bees were obtained following a similar procedure described in [74]. Colonies that were not treated with miticide were used and the queen was caged to stop egg-laying so that *Varroa* mites had no cells to parasitize. Meanwhile, the queen from a different colony was transferred into a queen-excluder for 7 days with an empty frame. Then the frame containing new brood (young larvae) was transferred into the colony that had a caged queen and sealed brood. The new brood on this frame was then uniformly parasitized by *Varroa* mites. Three weeks after the queen laid eggs in the frame enclosed in the queen-excluder, the frame was removed from the colony and newly emerging adults were picked from capped cells in order to verify whether the cell was infested with *Varroa*. *Varroa*-parasitized bees with deformed wings were discarded due to their extremely short lifespan.

### Experiment 1: Chemical analysis of *Nosema ceranae*- or *Varroa destructor*-parasitized bees

Experiments on *Nosema* and *Varroa* were performed separately but following the same procedure. In each experiment bees from three colonies were used. One day after their emergence, parasitized and non-parasitized (control) bees (*N* = 40–60 bees/state/colony) were color painted (Lackstift, Motip, Netherlands) on the thorax according to their state and colony origin and then all transferred into a host colony that was *Varroa*-treated and *Nosema*-free. At this age bees are easily accepted by the colony since they are lacking the recognition cues, including cuticular hydrocarbons [75]. The hydrocarbon profiles, which are genetically and environmentally acquired, change progressively with age [75,76]. After 5 and 10 days in the *Nosema* experiment, and after 5 days in the *Varroa* experiment, bees were collected and stored at −80°C for later chemical analysis. *Varroa*-parasitized bees were not collected at day 10, because they were more difficult to find in the hive at that age and in sufficient number for later analysis (shorter lifespan or had left the hive).

#### Cuticular hydrocarbon profiles

Hydrocarbons were extracted by individually immersing bees for 5 minutes at room temperature in 1,900 μL of isohexane and 100 μL of eicosane (C20) at 25 ng/μL as an internal standard. Each sample was concentrated under a stream of nitrogen to a volume of 10 μL, of which 1 μL was injected into a fast gas chromatograph (GC) (Shimadzu 2014, Japan) equipped with a split-splitless inlet, a flame ionization detector, and a capillary column Equity 5 (15 m x 0.10 mm, 0.10 μm film thickness). Samples were injected in split mode and hydrogen was used as a carrier gas with a column flow of 0.55 ml/min. The oven temperature was held at 70°C for 30 sec., increased from 70°C to 150°C at 40°C/min., from 150°C to 320°C at 10°C/min., and held at 320°C for 10 min. Peaks from the paint were identified and automatically removed by comparing the profile of non-marked bees to paint-marked bees and paint diluted in isohexane.

The structure of cuticular compounds present in the profiles was determined by performing gas chromatography coupled with mass spectrometry (GC-MS). Two μL of sample was injected into a GC-MS Thermo Scientific Trace GC Ultra ISQ equipped with a split-splitless inlet, an ISQ electron impact ion source, and a Thermo TR-5 column (20 m x 0.10 mm, 0.10 μm film thickness). The column flow was 0.4 ml/min. and the oven temperature was held at 50°C for 43 sec., increased from 50°C to 150°C at 20°C/min., from 150°C to 300°C at 10°C/min., and held at 300°C for 10 min.

For statistical analysis of the chemical profiles, only peaks that were reproducibly quantifiable in all samples were used. Each peak area was standardized according to Reyment [77]. To determine whether parasitized and control bees could be distinguished on the basis of their cuticular profiles and assess the profile similarity, a stepwise discriminant analysis was performed with Statistica 8.0. (StatSoft® Inc.). In addition, Mahalanobis distances between all pairwise groups were calculated as estimates for the chemical distances between each group. *P*-values were adjusted for multiple comparisons using Bonferroni’s correction. The effect of parasitism on the relative proportion of each compound was determined by using Mann–Whitney U tests.

#### 10-HDA levels

Chemical compounds were extracted by crushing individual heads in 200 μL of methanol and 100 μl of decanoic acid (250 ng/μl; internal standard) for 2 min. 30 sec. at 50 Hz with a Mini-Mill Pulverisette 23 (Fritsch, France). The solution was centrifuged at 4,000 g for 40 min. Twenty μL of the supernatant were collected, concentrated under nitrogen stream and then derivatized with 5 μL of bistrimethylsilyltrifluoroacetamide. The solution was agitated and left at room temperature for 40 min. The derivatized sample was then diluted in 10 μL of isohexane and 1 μL of this solution was injected into the GC (Shimadzu 2014, Japan). The samples were injected in split mode. Hydrogen was used as carrier gas. Oven temperature was set at 100°C, then increased to 200°C at 40°C/min. and to 250°C at 10°C/min. and held at 250°C for 2 min. Identification and quantification of 10-HDA were based on retention times of synthetic compounds (Cayman Chemical, France). The confirmation of 10-HDA compound was done by mass spectrometer (Thermo Scientific Trace GC Ultra ISQ). *Nosema* and *Varroa* effects on 10-HDA synthesis were determined by using Kruskall-Wallis and Mann–Whitney U tests, respectively.

### Experiment 2: Behavioral analysis of *Nosema ceranae*- or *Varroa destructor*-parasitized bees

To determine whether parasitized bees are treated differently than healthy, control bees, we recorded social interactions between focal bees and nestmates in two four-frame observation hives. *Nosema-* (70 bees/state/observation hive) and *Varroa*-parasitized bees (30 bees/state/observation hive) were obtained as previously described, tag-numbered (Opalith Plättchen, Friedrich Wienold, Germany) and introduced into the observation hives. The two experiments were carried out separately. We performed focal sampling behavioral observation on randomly-picked bees for 15 min (19–20 bees/state/observation hive for the *Nosema* experiment and 12 bees/state/observation hive for the *Varroa* experiment). The regular behaviors recorded during the observation period were: antennal contacts, allo-grooming, cleaned by another bee, self-grooming, trophallaxis and being vibrated (vibration signal, see [78]). The agonistic behaviors were: mandibular openings, bites, and stinging. We then determined whether the rate of each behavior performed during the observation period differed between parasitized and non- parasitized bees using Mann–Whitney U tests.

### Experiment 3: Brain transcriptomics of *Nosema ceranae*- or *Varroa destructor* -parasitized bees

Three treatment groups were used: control bees that had no presence of *Varroa* in their brood cells, *Varroa*-infested bees that had *Varroa* in their cells, and *Nosema*-infected bees that received the *Nosema* sugar solution. Each treatment group was obtained as previously described (see *Bees and parasites*) and then each group composed of one day old bees (*N* = 20 bees/treatment group) were housed in different plastic cages (10.5 × 7.5 × 11.5 cm). Keeping the bees in cages allowed us to remove the potential effect of hive environment and capture only the effect of the parasite on brain gene expression. The experiment was repeated on 2 different colonies.

#### Brain dissection

After 10 days in cages, bees were sacrificed by flash freezing in liquid nitrogen. Heads of the bees were separated from the body and the cuticle scratched with surgical tweezers before storing in RNA*later*®-ICE solution (Life Technologies) at −20°C for 16–18 hours, according to manufacturer’s instructions. Brains were dissected on ice under a dissection microscope to remove all traces of the optic lobe and then stored at −80°C.

#### RNA isolation

For each cage, 3 pools of 3 bee brains were homogenized in 500 μL of TRIzol Reagent (Life Technologies), phase-separated with chloroform/Trizol and the aqueous phase removed for precipitation with 70% ethanol. The resulting aqueous-ethanol solution was loaded onto an RNeasy mini spin column of the Qiagen RNeasy Mini Kit (Qiagen). RNA isolation was performed according to the manufacturer’s instructions, starting with washing with Buffer RW1. Genomic DNA was removed from samples using an RNA-free DNase set (Qiagen). RNA was quantified by spectrophotometry using the Nanodrop 1000 (Thermo Scientific). Then, RNA isolated from the 3 pools was equally combined.

#### Digital gene expression

For each treatment, two brain pools (one per colony) were analyzed. Sample preparation was performed using the DGE DpnII Sample preparation kit (Illumina) (ref.FC-102-1007) according to the manufacturer's instructions. Briefly, 2 μg of total RNA was incubated with magnetic oligo(dT) beads. Non poly-adenylated RNA was removed by several washes. Reverse transcription was performed on captured RNAs followed by the synthesis of the second strand of cDNA. Captured double stranded DNA was digested using DpnII. A ligation was performed with Illumina's GEX DpnII adapter 1 followed by a digestion using MmeI resulting in the release of tags. Those tags were ligated using Illumina's GEX Adapter 2, amplified by PCR (15 cycles) and purified on acrylamide gel. Libraries were validated using an Agilent DNA1000 BioAnalyzer chip, denatured using 0.1 N NaOH, diluted to 8 pM and sequenced on a Hiseq2000 using a Sequence by Synthesis technique.

#### Analysis and mapping of DGE tags

Image analyses and base-calling were conducted using the HiSeq Control Software (HCS 1.4.5.0) and RTA component (RTA 1.12.4.0). Extraction of 16 bp tags (reads were trimmed for adaptor sequence) and tag counting were performed using home-made Perl script.Sequences were first aligned (using the Illumina's sequencing analysis software, CASAVA 1.8) to transcripts of the *Apis mellifera* genome version 4.5 downloaded from NCBI. Only those 16 bp tags that were perfect matches were retained. Those tags that could not be aligned to transcripts were re-aligned to the complete *Apis mellifera* genome (version 4.5).

Mapping was also performed on sequences of honey bee virus genomes (Chronic bee paralysis virus RNA 1: GenBank EU122229, Chronic bee paralysis virus RNA 2: EU122230, Sacbrood virus: AF092924, Deformed wing virus: AJ489744, Black queen cell virus: AF183905, Acute bee paralysis virus: AF150629, Kashmir bee virus: AY275710, *Varroa destructor* virus 1: AY251269 and Israel acute paralysis virus: EF219380).

The package DESeq from Bioconductor was used to conduct the analysis [79]. Genes (i.e. tags that matched a transcript) and tags that were only aligned to the genome were analyzed separately. Tags that occur less than one time in a million, in two or more samples, were filtered from the analysis. DESeq estimates variance-mean dependence in count data from DGE-tag libraries and tests for differential expression based on a model using the negative binomial distribution. Genes were considered to be differentially expressed between two treatments at an adjusted *P*-value < 0.05. The *P*-value was adjusted for multiple testing with the Benjamini-Hochberg procedure, which controls for false discovery rate*.*

#### Analysis of gene expression profiles

Genes that overlapped between gene lists were identified by creating Venn diagrams using GeneVenn [80]. Exact hypergeometric probability test was performed to test the statistical significance of the overlap between two gene lists [81]. DAVID 6.7 [82,83] was used to determine the enriched functional groups, based on GO terms, within the complete list of expressed genes containing those genes with Flybase orthologs.

We also determined whether *Nosema* and *Varroa* modified the brain gene expression profile in a manner consistent with some previously characterized behavioral phenotypes or in a completely different way. To explore this idea, we compared the parasite effects to nurse/forager profiles that were obtained with microarray analysis [41], using Chi-square tests with Yates correction.

## Competing interests

The authors have declared no competing interests.

## Authors’ contributions

YLC, CMM and CA conceived of the study and its experimental design. CMM, DC and CA conducted the experimental protocol with the honey bees, ED and DB performed the chemical analysis, ED and CA performed the behavioral observations, CMM performed brain dissections and RNA isolation, HP and JPD carried out the sequencing and statistical analysis of sequencing data, CMM and CA analyzed and interpreted the data, and CMM, CA and YLC drafted manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Relative proportion of each CHC compound in control and *Nosema* or *Varroa* parasitized bees. Changes in proportion induced by parasitism were determined with Mann–Whitney U tests (*P* < 0.05 are in bold). Click here for file

Additional file 2: Table S2S2 Percentage of correct assignments of *Nosema*-infected and control bees based on their cuticular hydrocarbons profiles. In the treatment column, 5 and 10 indicate the age of the bees. The last four columns show the number of bees classified in the different group treatment by the discriminant analysis. The experiment was repeated on bees from 3 different colonies. Table S3 Percentage of correct assignments of *Varroa*-infested and control bees based on their cuticular hydrocarbons profiles. The last six columns show the number of bees classified in the different group treatment by the discriminant analysis. The numbers 98, 120 and 231 indicate the colony origin of the bees. Click here for file

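Table S4 follows each DGE-tag library from the tags read, through those left after filtering and after removal of adaptor sequence, to the tags aligned and the honey bee genes hit. The deposited counts of each library sum to its entry for tags without adaptor sequence, and the number of distinct tags deposited equals its entry for total aligned tags. These were 814072 and 844021 distinct tags in the control libraries, 783372 and 865433 in the *Nosema* libraries and 701757 and 729935 in the *Varroa* libraries. Between 47.5% and 51.4% of them were read once, and such tags held between 0.391% and 0.452% of the counts. The paper's distinct aligned tags are fewer, from 76121 to 81524 per library, and its gene hits number from 9295 to 9355.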

Additional file 3: Table S4 Summary of DGE sequencing results. The analysis was performed on two colonies. Click here for file

Additional file 4: Table S5 Lists of genes affected in the bee brain by *Nosema* or *Varroa* parasitism. Corresponding honey bee gene, *Drosophila* ortholog and genes also up- or downregulated in the brain of nurses and foragers are shown. Click here for file

Additional file 5: Table S6 Effects of *Nosema* and *Varroa* parasites on the prevalance of Deformed Wing Virus and *Varroa Destructor* Virus levels in the bee brain. Comparisons of viral titers (A) *Nosema* vs Control, (B) *Varroa* vs Control and (C) *Varroa* vs *Nosema* using Cox-Reid method for estimating dispersion and Generalized Linear Model (GLM) for statistical test. Click here for file

# Supplementary material for: Ecto- and endoparasite induce similar chemical and brain neurogenomic responses in the honey bee (Apis mellifera)
**Source:** BMC Ecol. 2013 Jul 17;13:25. doi: 10.1186/1472-6785-13-25
**Supplement:** Additional file 3: Table S4 — Summary of DGE sequencing results. The analysis was performed on two colonies.

**Additional file 2.**

**Table S2. Percentage of correct assignments of *Nosema*-infected and control bees based on their cuticular hydrocarbons profiles.**

| Colony # | Treatment | % correct assignement | Control5 | *Nosema*5 | Control10 | *Nosema*10 |
| --- | --- | --- | --- | --- | --- | --- |
| Colony 98 | Control5 | 91.7 | 11 | 1 | 0 | 0 |
|  | *Nosema*5 | 100 | 0 | 12 | 0 | 0 |
|  | Control10 | 83.3 | 0 | 0 | 10 | 2 |
|  | *Nosema*10 | 100 | 0 | 0 | 0 | 11 |
|  |  |  |  |  |  |  |
| Colony 120 | Control5 | 91.7 | 11 | 1 | 0 | 0 |
|  | *Nosema*5 | 75 | 3 | 9 | 0 | 0 |
|  | Control10 | 83.3 | 0 | 0 | 10 | 2 |
|  | *Nosema*10 | 91.7 | 0 | 0 | 1 | 11 |
|  |  |  |  |  |  |  |
| Colony 231 | Control5 | 72.7 | 8 | 3 | 0 | 0 |
|  | *Nosema*5 | 91.7 | 1 | 11 | 0 | 0 |
|  | Control10 | 83.3 | 1 | 0 | 10 | 1 |
|  | *Nosema*10 | 83.3 | 0 | 0 | 2 | 10 |

**Table S3: Percentage of correct assignments of *Varroa*-infected and control bees based on their cuticular hydrocarbons profiles.**

| Treatment | % correct assignement | Control98 | *Varroa*98 | Control120 | *Varroa*120 | Control231 | *Varroa*231 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Control98 | 91.7 | 11 | 0 | 0 | 0 | 0 | 1 |
| *Varroa*98 | 75 | 0 | 9 | 1 | 0 | 1 | 1 |
| Control120 | 91.7 | 0 | 0 | 11 | 1 | 0 | 0 |
| *Varroa*120 | 100 | 0 | 0 | 0 | 12 | 0 | 0 |
| Control231 | 83.3 | 0 | 1 | 1 | 0 | 10 | 0 |
| *Varroa*231 | 75 | 3 | 0 | 0 | 0 | 0 | 9 |

# Supplementary material for: Ecto- and endoparasite induce similar chemical and brain neurogenomic responses in the honey bee (Apis mellifera)
**Source:** BMC Ecol. 2013 Jul 17;13:25. doi: 10.1186/1472-6785-13-25
**Supplement:** Additional file 4: Table S5 — Lists of genes affected in the bee brain by Nosema or Varroa parasitism. Corresponding honey bee gene, Drosophila ortholog and genes also up- or downregulated in the brain of nurses and foragers are shown.

**Additional file 3. Table S4. Summary of DGE sequencing results.**

|  | Total tags | Total filtered tags | Total tags excluding adaptor sequence | Total aligned tags | Distinct aligned tags | Number of unique honey bee gene hits |
| --- | --- | --- | --- | --- | --- | --- |
| Control 1 | 102,262,143 | 90,806,353 | 89,764,576 | 814,072 | 81,521 | 9,341 |
| Control 2 | 115,478,265 | 100,102,121 | 99,004,989 | 844,021 | 81,524 | 9,342 |
| *Nosema* 1 | 105,762,567 | 92,617,425 | 91,427,020 | 783,372 | 77,019 | 9,295 |
| *Nosema* 2 | 108,958,773 | 95,024,700 | 93,286,400 | 865,433 | 81,190 | 9,355 |
| *Varroa* 1 | 107,912,845 | 93,139,798 | 92,028,921 | 701,757 | 76,121 | 9,299 |
| *Varroa* 2 | 107,765,170 | 93,710,619 | 92,405,878 | 729,935 | 76,656 | 9,318 |

# Supplementary material for: Ecto- and endoparasite induce similar chemical and brain neurogenomic responses in the honey bee (Apis mellifera)
**Source:** BMC Ecol. 2013 Jul 17;13:25. doi: 10.1186/1472-6785-13-25
**Supplement:** Additional file 5: Table S6 — Effects of Nosema and Varroa parasites on the prevalance of Deformed Wing Virus and Varroa Destructor Virus levels in the bee brain. Comparisons of viral titers (A) Nosema vs Control, (B) Varroa vs Control and (C) Varroa vs Nosema using Cox-Reid method for estimating dispersion and Generalized Linear Model (GLM) for statistical test.

**Additional file 5.** **Table S6.** **Effects of *Nosema* and *Varroa* parasites on the prevalance of Deformed Wing Virus and *Varroa* *Destructor* Virus levels in the bee brain.**

A.

|  | Control vs *Nosema* | | | |
| --- | --- | --- | --- | --- |
| Virus | LogFC^1^ | logCPM^2^ | Likelihood Ratio | *P*-value |
| Deformed Wing Virus | 5.17 | 11.55 | 3.78 | 0.051 |
| Varroa destructor virus | 5.29 | 17.16 | 0.72 | 0.39 |

^1^log Fold change

^2^log Counts per million

B.

|  | Control vs *Varroa* | | | |
| --- | --- | --- | --- | --- |
| Virus | LogFC | logCPM | Likelihood Ratio | *P*-value |
| Deformed Wing Virus | 7.66 | 13.2 | 6.59 | 0.01 |
| Varroa destructor virus | 6.46 | 17.93 | 1.73 | 0.19 |

C.

|  | *Varroa* vs *Nosema* | | | |
| --- | --- | --- | --- | --- |
| Virus | LogFC | logCPM | Likelihood Ratio | *P*-value |
| Deformed Wing Virus | 2.45 | 13.57 | 8.96 | 0.003 |
| Varroa destructor virus | 1.12 | 18.19 | 2.27 | 0.13 |

How the deposited data were processed for this re-analysis (not part of the article)

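Brain RNA of control, *Nosema*-infected and *Varroa*-infested bees was measured in 6 DGE-tag libraries, 2 per group. The replicate numbers are those of the libraries' labels and of Table S4. The methods give 1 library per colony and treatment, and Figure 6 plots 1 value per colony, but the paper's text does not say that number 1 is the same colony in all groups. The pairing by number was therefore checked in the data, and results are given with and without it.

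The authors cut cDNA with DpnII, sequenced the tags on a HiSeq2000, removed reads with adaptor sequence, extracted tags of 16 bases and deposited the raw count of each distinct tag in each library. The deposited counts are not normalized, are not filtered, and keep tags read once. The paper then aligned tags to the transcripts and the genome of *Apis mellifera* and to virus genomes. With DESeq it tested genes, which it describes as tags matching a transcript, apart from tags found in the genome alone. The transcript, genome and virus sequences were not used here. The gene counts, the named genes, the nurse and forager genes, the tags found in the genome alone and the virus levels were therefore not recomputed. The fit on single tags, set for this case before the data were examined, takes their place.

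Library totals, tag sets and shares were computed with Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1. Totals lay between 89764576 and 99004989 counts. Confidence intervals of shares are Wilson 95% intervals and the floor is 3 counts. Tags with at least 1 CPM in at least 2 libraries were kept (44003 tags). The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest, in R 4.3.3) with TMM normalization, all 6 libraries in 1 fit, no covariate, and Benjamini-Hochberg adjusted p-values with a threshold of 0.05. All 3 contrasts were taken from that fit. Standard errors of log2 fold changes are the size of the change divided by the square root of the test's F. Log2 CPM for correlations used a prior count of 2. The tags named at the claims were chosen by a rule that was set for genes before the data were examined and carried over to tags, the 3 largest changes in each direction and contrast among tags past the threshold that changed the same way in both replicate numbers. Of these 10 tags, those with the largest rise and the largest fall against control and the 2 that were lower with *Varroa* than with *Nosema* are described. Sequences are given of tags with at least 1 CPM in all 6 libraries.

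The alternatives set before the data were examined were DESeq2 1.42.0 with its Wald test and without independent filtering, DESeq2's size factors in the edgeR fit, the replicate number as a block, tags at 1 CPM in at least 5 libraries and the 4 libraries of the groups compared. The correlation of the parasites' log2 fold changes and its alternatives, a prior count of 0.5, a mean of at least 10 CPM and separate control libraries for each parasite, were set for genes before the data were examined and carried over to tags, as was leaving out each library in turn. With 1 library left in a group, fold changes are given and no calls. Alternatives chosen after seeing the data were the block with the *Nosema* numbers crossed, the merging of tags at 1 mismatch from a tag 20 times more abundant, an exact negative binomial test with dispersions formed as in the DESeq method, scaling by the library total, and group means with separate controls. The exact test and the library total had been set for genes.

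The fits were tested on simulated data, counts for the same 44003 tags with their mean abundances, the libraries' sizes, a dispersion of 0.1 and 200 tags changed by 3 on the log2 scale in the *Varroa* libraries. The edgeR fit called 210 tags, 200 of them changed. The fit with the block called 207, DESeq2 called 235 and the exact test called 166, with 200, 200 and 160 changed tags among them. For *Nosema*, where nothing was changed, DESeq2 called 2 tags and the other tests called 0. All simulated tags had the same dispersion and no colony difference. The check thus does not give the power or error rates of the tests on the real counts.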

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

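All tests in this part were chosen after the results they bear on were seen.

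A signal that the paper does not discuss was found in 21 tags that had at least 5 CPM in both *Varroa* libraries and at most 0.1 in each control and *Nosema* library. Of 3 pairs of thresholds tried, 10 and 0.05 gave 12 such tags and 20 and 0.2 gave 13. The 21 tags summed to 65570 and 99805 counts in the *Varroa* libraries 1 and 2, against 1 and 53 in the control and 33 and 12 in the *Nosema* libraries. A difference in depth is too small to account for them, since the largest library total was 1.10 times the smallest. None lay 1 mismatch from a tag 20 times more abundant (0 of 21), as sequencing errors of abundant tags would. As for single-base variants of a common transcript, 0 of the 21 had a tag at 1 mismatch in all 6 libraries, while 41 of 109 tags limited to other sets of libraries, without such errors, did (Fisher's exact test, two-sided p = 0.000196). The comparison was first drafted with some of these sets, picked by eye, and then replaced by all of them after the sets had been seen. Tags of one RNA are not independent, so the p-value is descriptive. A variant that creates or removes a DpnII site leaves no such partner and was not tested. The tags could also be RNA of another organism carried into the *Varroa* libraries, or honey bee transcripts induced by the mite. The ratio of *Varroa* 2 to *Varroa* 1 in CPM had a median of 1.41 and ran from 0.792 to 5.94, which does not separate these cases without sequences to match, and the pattern cannot be told apart from contamination.

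The most abundant tag moved in opposite directions between the replicate numbers. In CPM, *Nosema* 1 exceeded control 1 by 11.71 on the log2 scale, while *Nosema* 2 against control 2 gave -0.88. There is 1 library behind each value and the difference was not tested. It was looked for among the tags of the 10 most abundant whose counts spanned more than 100-fold. Depth again differed by a factor of 1.10 at most and cannot account for it. If the *Nosema* numbers are crossed between colonies, the tag moves the same way in both pairs, by 10.24 for *Nosema* 2 against control 1 and 0.59 for *Nosema* 1 against control 2, so that a crossing of the numbers is a candidate explanation. It is a weak one, since the gap between 10.24 and 0.59 remains and the *Varroa* libraries show the same gap, 12.43 against control 1 and 1.08 against control 2. The low count in control 1 thus underlies the large values, whichever way the *Nosema* numbers run. The tag's identity was not established.

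The change against control differed between the parasites in 42 tags, by edgeR's test of *Varroa* against *Nosema* itself. Of these 40 were higher with *Varroa*, with at most 0.5 CPM in both *Nosema* libraries. With the replicate block 6 tags changed between the parasites, and with DESeq2's size factors 42. Unlike the other tests in this part, these fits and the main one were set before the data were examined. Merging of tags at 1 mismatch gave 54 and library totals as the scaling gave 57. Other technical or biological explanations of the 42 tags were not tested.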

How the results depend on the processing

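The choices compared were set before the data were examined except where stated, those for the correlation, the leave-one-out fits and the named tags having been set for genes. For *Varroa* against control, 57 tags changed. DESeq2's Wald test called 427, and the filter on 5 libraries left 0 (2729 at an unadjusted p-value under 0.05). Among the alternatives chosen after seeing the data, the block with the *Nosema* numbers crossed gave 102 and the exact test with DESeq-type dispersions 241. The replicate block gave 49, DESeq2's size factors 58, the 4 libraries compared 61, and merging of tags at 1 mismatch 62 and library totals 64, both chosen after seeing the data. For *Nosema* against control, 1 tag changed. DESeq2's Wald test called 493, DESeq2's size factors gave 3, the replicate block 0 (3226 unadjusted), the filter on 5 libraries 0 (3409 unadjusted), the crossed block 20, the exact test 120 and library totals 3. At the adjusted threshold *Varroa* thus had more changed tags than *Nosema* in every setting with a call except DESeq2's Wald test, where *Nosema* had more. At an unadjusted p-value under 0.05 the order was the reverse in the main fit, 3457 tags for *Varroa* and 4152 for *Nosema*. There *Varroa* had more only with the 4 libraries compared (4762 and 2931) and with library totals (10237 and 3567). For *Varroa* against *Nosema*, 42 tags changed, against 221 with DESeq2's Wald test, 6 with the replicate block, 0 with the filter on 5 libraries (2169 unadjusted), 75 with the crossed block and 121 with the exact test. Tags changed by both parasites numbered 1, against 98 with DESeq2's Wald test, 0 with the replicate block (829 unadjusted), 3 with DESeq2's size factors, 0 with the filter on 5 libraries (937 unadjusted), 14 with the crossed block, 31 with the exact test and 3 with library totals. Why these counts moved was not tested. The filter on 5 libraries removes tags that are nearly absent from a group, among them the 1 tag that changed with *Nosema* and with both parasites. The 2 tags lower with *Varroa* than with *Nosema* passed it and lost significance (adjusted p = 0.054 and 0.269). Their adjusted values also depend on the other changed tags, which the filter took out.

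The ratio of shared tags to chance, 3.56, kept above 1 in all settings and was lowest with library totals, 2.11. Library totals as the scaling moved the median log2 fold change of all tags to -0.47 for *Varroa* and -0.10 for *Nosema* against control, from -0.01 for both. This scaling also turned the balance at an unadjusted p-value under 0.05. For *Varroa* it went from 2150 higher and 1307 lower to 341 higher and 9896 lower. For *Nosema* it went from 2428 higher and 1724 lower to 1247 higher and 2320 lower. The correlation of the parasites' log2 fold changes, 0.625, ranged from 0.453 to 0.771 across the 6 fits that each left out one library, and was 0.626 with a prior count of 0.5 and 0.709 for tags with a mean of at least 10 CPM. With separate control libraries within replicate number it was 0.242 and -0.00383, and with group means and separate controls, chosen after seeing the data, 0.166 and 0.136. These changes rest on fewer libraries than the main ones, and the added noise also lowers the correlation.

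The 10 named tags kept their direction in every alternative that tested them. The filter on 5 libraries removed 8 of them, which have no value there. Of 98 alternative values 10 were no longer past the threshold, 7 of them with the replicate block, and leaving out one library moved a log2 fold change by at most 2.60. A further 54 counts by direction or at an unadjusted p-value moved by more than 1.5 times. The alternatives set for gene counts were not run, which includes all sites of a gene against the last one, tags that match several genes, tags without a filter, and those for nurse and forager genes, genome-only tags and unmatched tags. No calls were made with a library left out, since 1 library then remained in a group.

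At these depths 1 CPM was at least 89.8 counts, and each group had 2 libraries. Whether depth or replication limits the results more was not tested.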

Differences from the paper's values

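The gene lists of Table S5 were recounted and set beside the paper's text. No processing alternative applies to these recounts, so none of the alternatives set before the data were examined bears on them. The paper's text gives 12 genes up and 45 down with *Nosema*. Table S5 lists 45 with a positive and 12 with a negative log2 fold change. For *Varroa* the paper's text gives 225 up and 230 down, and the table lists 230 positive and 225 negative. The paper gives 21 genes shared by both parasites, and 30 gene symbols (23 honey bee gene numbers) are in both lists of the table, 29 of them with the same sign. The paper's ratio to chance is 5.6. With 30 shared genes and the mean of 9325 gene hits per library it was 10.8, and with the paper's 21 genes 7.55. The paper filtered rare tags before its test, and its text does not give the number of genes tested. A smaller number would lower both ratios, so they are not like for like with 5.6. The paper's χ2 for the shared directions is 11.049, and the 30 genes gave 21.6 with Yates correction. For the nurse and forager genes with *Nosema* the paper's χ2 is 0.08, and the signs in Table S5 gave 0.

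The paper states that *Varroa* changed markedly more genes than *Nosema*. Among single tags DESeq2's Wald test gave the opposite order, 427 tags for *Varroa* and 493 for *Nosema*, while edgeR's test gave 57 and 1 and the exact test with DESeq-type dispersions, chosen after seeing the data and the closest to the paper's test, gave 241 and 120. At an unadjusted p-value under 0.05 edgeR's test also gave the opposite order, 3457 tags for *Varroa* and 4152 for *Nosema*. It gave the paper's order with only the 4 libraries compared (4762 and 2931) and with library totals (10237 and 3567), and the opposite one in the other settings. The numbers of genes themselves were not recomputed. The paper's overlap beyond chance was computed on genes, and its counterpart on tags had 1 tag at an adjusted p-value under 0.05 in edgeR's test, 31 in the exact test and 98 in DESeq2's Wald test.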

Other observations

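All tests in this part were chosen after the results they bear on were seen.

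The excess of tags that changed with both parasites, 3.56 times chance, was compared with other arrangements of the same libraries. The 6 libraries can be put into 3 pairs, with one pair as the shared reference, in 45 ways, and every one gave an excess, from 2.22 to 18.3. Of the 18 arrangements with 1 library of each number in every pair, 14 gave an excess at least as large as the real one, which is among them. The other arrangements also mix parasitized libraries and are not free of parasite effects. In simulated counts, where 200 tags were changed with *Varroa* and none with *Nosema*, the unchanged tags gave an excess of 4.09 in edgeR's test, so that the replicate noise of control libraries used in both comparisons could by itself give a ratio of this size. All simulated tags had the same dispersion and no colony difference, so the simulated ratio and number of shared tags need not hold for the real counts. The ratio depends on the lengths of the lists, and the highest, 18.3, came from lists of 766 and 606 tags. By number of shared tags the picture differs. The simulated counts had 415 such tags against 1162 in the data, and 3 other arrangements had more (1785, 1585 and 1461), so replicate noise is not shown to account for the number. This was tested on tags and not on the paper's genes.

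The correlation of 0.625 between the parasites' log2 fold changes is also raised by shared controls. Worked out from the differences between replicates alone, shared controls would give 0.556. This can be too large, since those differences include the difference between colonies. The mean with a control library for each parasite was 0.119, from changes of 1 library against 1 library, whose added noise also lowers it. Unlike the other tests in this part, the 2 correlations behind that mean, 0.242 and -0.00383, were set before the data were examined. They were set for genes and carried over to tags. The part not due to shared controls may be a response shared by both parasites. Of all 45 arrangements 7 gave a correlation at least as large, the real one included, a share above 0.05. Of the 18 with 1 library of each number in every pair 2 did, but 18 arrangements cannot give a share under 0.05 and they rest on the numbers as labelled, so that a shared response is neither shown nor excluded.

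The *Nosema* libraries deviated from their group mean against the same-numbered control and *Varroa* libraries (r = -0.188 and -0.187). A candidate explanation is that the *Nosema* numbers are crossed between colonies. Of 30 tags limited to 2 libraries of different groups, 8 were in pairs with the same number as labelled and 29 in such pairs once the *Nosema* numbers were crossed, against 4 with the control and 19 with the *Varroa* numbers crossed. Most of the 30 were in a single pair, 18 in *Nosema* 1 and *Varroa* 2, so they are not independent. With the other thresholds tried the numbers were 10 of 11 and 4 of 4. The tag at rank 9 in abundance goes against a crossing, since its count was lower in number 1 than in number 2 in all 3 groups as labelled. Its likelihood ratios for *Varroa* against control, *Nosema* against control and *Varroa* against *Nosema* were 37.0, 20.8 and 8.79 with the block as labelled and 15.9, 8.23 and 0.511 with the crossed block. The data thus leave the order of the *Nosema* numbers open. A batch of library preparation that pairs the libraries in the same way was not tested, since the paper's text names no batches.

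Of the 10 most abundant tags, 2 had counts that spanned more than 100-fold, the most abundant and the one at rank 9. The latter had 66 and 13721 counts in the control, 28250 and 449430 in the *Nosema* and 362554 and 1609074 in the *Varroa* libraries. In edgeR's likelihood ratio test with Cox-Reid dispersions and no block, its log2 fold changes were 7.62 for *Varroa* against control, 5.12 for *Nosema* against control and 2.50 for *Varroa* against *Nosema*. The paper's values for Deformed wing virus in Table S6 are 7.66, 5.17 and 2.45, at most 0.05 away, which is consistent with a tag of that virus. This is 1 of 3 models fitted. With the replicate block the changes were 9.68, 6.18 and 3.49, and with the *Nosema* numbers crossed 8.28, 7.06 and 1.22. The likelihood ratios without a block, 12.4, 7.05 and 2.15, also differ from the paper's 6.59, 3.78 and 8.96, so the match rests on the fold changes of 1 model. The most abundant tag gave 2.59, 1.11 and 1.48 without a block. It gave 2.98, 1.63 and 1.36 with the replicate block and 4.39, 2.14 and 2.25 with the *Nosema* numbers crossed. The paper's values for *Varroa destructor* virus are 6.46, 5.29 and 1.12. The signs were the same and the values without a block were up to 4.18 away. The tag had 4290 and 10510918 counts in the control libraries 1 and 2, so its change against control depends on how these are averaged. The abundance that the paper gives for this virus was not compared. The gap in fold change thus does not count against this virus, and the tag's origin is left open. Neither tag was matched to a virus sequence.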
